A study of Mus musculus with 4 samples.

How the data were processed

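The series measured RNA and surface antibodies together in single bone marrow cells (CITE-seq). Per the labels, CD45.2+Kit+ cells of the bone marrow were taken 10 weeks after transplantation, stained with barcoded antibodies and put through 10x Genomics 3′ single-cell chemistry with feature barcoding. The labels name 4 groups (control, Mll3SI, Mll4SI and Mll3/4SI) with 1 library each, and do not spell out SI. Groups were taken from the sample titles. The labels give no batch, date, animal number or sex, and do not say what the hashtag antibodies marked.

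The deposited values were counts of unique molecular identifiers (UMIs) per feature and cell barcode, made with Cell Ranger 7.1.0 per the file headers, for 32285 genes and 15 antibodies (13 against surface proteins and 2 hashtags). The genome build, annotation, cell-calling settings and any filter used by the authors were not stated. The lowest gene UMI total of a barcode was 500 or 501 in each library, so barcodes with fewer UMIs were absent. Whether empty droplets remained above that total was not tested. Without a set of empty droplets, free RNA could be judged only from cell types that should lack a transcript. Coordinates in the text come from the GENCODE M21 annotation of mouse build GRCm38, matched by Ensembl gene ID. Of the 32285 gene IDs, 32158 were found there.

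All computations below started from those UMI counts. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. Cells were kept with at least 500 genes, at least 1000 gene UMIs and at most 10% mitochondrial UMIs. Doublets were scored with Scrublet in each library, and the top 0.8% per 1000 cells were removed: 409 control, 594 Mll3SI, 1001 Mll4SI and 411 Mll3/4SI cells. After this step 31707 cells remained. Cells above the thresholds for both hashtags still made up 2.28% of the kept control cells, 4.74% in Mll3SI, 5.56% in Mll4SI and 2.47% in Mll3/4SI, and an alternative removed them too. The hashtag thresholds (116 UMIs for Hashtag1 and 394 for Hashtag2) were placed at the lowest point between the modes of the pooled counts after the data were seen.

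The 4 libraries were clustered jointly. UMIs were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen after leaving out every marker and programme gene, sex genes, mitochondrial, ribosomal and haemoglobin genes, and 30 principal components, 15 neighbours and Leiden resolution 1 gave 26 clusters. Cell type markers were fixed before the data were examined, as were the gene lists, the comparisons, the rule for naming genes and the alternatives called planned in the closing section. The rule that turned markers into names was not: several rules and thresholds were tried after the clusters were seen. The rule used counted a class's markers with a log2 fold of at least 1 against all other cells (10 CPM added), asked for at least 3 markers and a lead of at least 2 over the next class, and asked that no other class have more markers among the cluster's top 10 genes by fold (50 CPM added). Clusters 5 and 20 stayed unnamed under it. Cluster 5 held 0.0297% of control, 0.0623% of Mll3SI, 0.0982% of Mll4SI and 27.9% of Mll3/4SI cells, and cluster 20 held 1.36%, 0.860%, 1.29% and 1.26% in the same order. No cluster was named from the lymphoid-primed, megakaryocyte or eosinophil markers. Granulocyte-like and monocyte-like cells together are called granulocyte-monocyte-like. The names were rebuilt here and may differ from those of the study.

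With 1 library per group no test was possible, and no p-value was computed. UMIs of each gene were summed over the cells of a class in each library and expressed as CPM (a share of the class total, scaled to 1000000 UMIs). Changes are log2 ratios of CPM + 1, which understates the change of genes of low CPM. For the targeted and sex genes the ratio was taken without the added 1, as were the intervals of all single-gene ratios. Intervals are exact Poisson for counts and exact Clopper-Pearson for shares, at 95%. The interval of a ratio of cell shares combines the Clopper-Pearson limits of both shares (method of variance estimates recovery). It replaced a Poisson one, too wide for large shares, after the shares had been seen. A count of 0 is given the CPM of 3 UMIs as its limit. The interval of a list median comes from 1000 Poisson redraws of its counts. All of them cover counting error only, and none covers the spread between animals. A list median was taken over members with a mean of at least 1 CPM across the libraries and set against 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean CPM. Its percentile describes these libraries.

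The gene lists were Stem (20 genes), Myeloid (20), B-lymphoid (20), Interferon (15), Cell cycle (15) and Megakaryocyte-erythroid (15). Named genes were the list members and, in HSC/MPP-like and in granulocyte-monocyte-like cells, the 5 highest and 5 lowest log2 ratios of Mll3/4SI to control. These genes needed 50 CPM in either library and a Mll3/4SI value beyond that of the other libraries on the same side. Sex, mitochondrial, ribosomal protein, haemoglobin and immunoglobulin genes were left out of that ranking.

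For the share of cells with a B-lymphoid transcript, each cell was thinned to 3000 UMIs and shallower cells were left out. Antibody levels were shares of all antibody UMIs. Gates for Sca-1, CD150 and CD48 used a per-cell centred log2 ratio over the 13 antibodies that are not hashtags, with a threshold from a Gaussian mixture of 2 components fitted on the pooled libraries. The CD150 and CD48 components lay 3.33 and 3.06 SD apart. Those of Sca-1 lay 0.491 SD apart, so that gate is poorly defined. A first version of the Sca-1 threshold was corrected after its gate shares had been seen, and Mll4SI had the lowest share under both.

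Alternatives changed one choice at a time: the cell filter, doublet removal, the genes used for clustering, the resolution, classes from the nearest control cells, the denominator, the scaling (median-of-ratios), the pseudocount, the expression minimum, the mean over cells, a Sca-1 gate in place of the class, the thinning depth, a narrower B-lymphoid list and other antibody scales. CPM and median-of-ratios log2 ratios lay more than 0.1 apart only in granulocyte-monocyte-like cells, where CPM minus median-of-ratios was -0.11 in Mll4SI and -0.14 in Mll3/4SI. The computations were tested on simulated counts for the Mll3/4SI to control comparison of HSC/MPP-like sums over 12416 genes: all 200 genes changed by a log2 of 1 were found within 0.25 of it, all 10 genes picked by the size rule were changed ones, and 98 of 100 unchanged lists of 20 lay between the 2.5th and 97.5th percentile.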

Results

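RNA and surface antibodies were counted in single CD45.2+Kit+ bone marrow cells of mice 10 weeks after transplantation. Kit is the receptor carried by blood stem and progenitor cells, and CD45.2 is a form of a leukocyte surface protein used to tell donor from recipient cells. The 4 groups were control, Mll3SI, Mll4SI and Mll3/4SI, with 1 library in each. MLL3 and MLL4 are histone methyltransferases encoded by Kmt2c and Kmt2d. The libraries held 7887 (control), 9370 (Mll3SI), 11678 (Mll4SI) and 7524 (Mll3/4SI) cell barcodes, with 140546094, 141489749, 177753607 and 158323616 gene UMIs and 37562489, 46738595, 49779548 and 45933901 antibody UMIs. After filtering, 6743, 8023, 10186 and 6755 cells were kept, with a median of 17003, 13619, 12800 and 19172 gene UMIs per cell. No difference given here has a replicate check, and the intervals in brackets cover counting error only.

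The targeted genes were examined first, as a check of the labels, which do not say whether their transcripts should change. Kmt2c (ENSMUSG00000038056, GRCm38 chromosome 5, 25271798 to 25498783) was counted in all kept cells at 129.5 CPM in control, 110.2 CPM in Mll3SI, 148 CPM in Mll4SI and 123 CPM in Mll3/4SI. The log2 ratios to control were -0.23 [-0.27 to -0.20], 0.19 [0.16 to 0.22] and -0.07 [-0.10 to -0.04]. Kmt2d (ENSMUSG00000048154, chromosome 15, 98831669 to 98871204) stood at 41.5, 38.0, 35.0 and 33.3 CPM in the same order, with log2 ratios of -0.13 [-0.18 to -0.07], -0.25 [-0.30 to -0.19] and -0.31 [-0.37 to -0.26]. Neither transcript was lost in any library, so transcript levels neither bore out nor contradicted the labels. The related genes Kmt2a and Kmt2b lay between -0.24 and -0.02 on the log2 scale. Kdm6a (ENSMUSG00000037369, chromosome X, 18162575 to 18279936) was higher in Mll4SI (0.71) and Mll3/4SI (0.70) and lower in Mll3SI (-0.07). The only alternative run for these genes was the restriction to HSC/MPP-like cells, and it moved Ptprc in Mll4SI most, from 0.49 to 0.09. There Kdm6a in Mll3SI changed direction to 0.15 and Kit in Mll4SI from -0.15 to 0.08.

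The libraries also differed in sex-linked transcripts. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) was counted at 0.0315 CPM in control, 0.194 CPM in Mll3SI, 1149 CPM in Mll4SI and 1358 CPM in Mll3/4SI. The Y-linked gene Eif2s3y was counted at 63.4 CPM in control and 61.9 CPM in Mll3SI. It had no UMI in Mll4SI and Mll3/4SI, and the CPM of 3 UMIs, taken as the limit for a count of 0, is 0.0204 and 0.0211. The Y-linked gene Ddx3y stood at 41.2 CPM in control, 41.7 CPM in Mll3SI, 0.961 CPM in Mll4SI and 0.895 CPM in Mll3/4SI. Mll4SI and Mll3/4SI therefore differed from control in these transcripts as well as in their label, which holds for each of their comparisons with control given below, and Kdm6a is itself X-linked.

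The series title names stem cell and myeloid identity and B-cell priming, and the first comparison asked what share of the Kit+ cells fell into each class. The name HSC/MPP-like stands for RNA markers of haematopoietic stem cells and multipotent progenitors. In control, 22.9% of this class were above the Sca-1 antibody gate, itself poorly defined, and 91.4% above the CD48 gate. The gates therefore do not show that most of these cells are stem cells. HSC/MPP-like cells made up 15.3% of control cells [14.5 to 16.19], 12.96% in Mll3SI [12.2 to 13.7], 8.80% in Mll4SI [8.25 to 9.36] and 5.54% in Mll3/4SI [5.003 to 6.11]. The ratios to control were 0.847 [0.781 to 0.918], 0.575 [0.528 to 0.626] and 0.362 [0.322 to 0.405]. The Mll3/4SI value depended on cells that stayed unnamed. Its ratio was 1.24 when cells took the class of their nearest control cells, and 2.18 when cluster 5 was counted in, an alternative chosen after seeing the data that adds cells by construction. Against counting them in, cluster 5 of Mll3/4SI had log2 ratios of -4.03 for Mecom and -3.44 for Hoxa9 to control HSC/MPP-like cells. Flt3, a lymphoid-primed marker and not one of this class, was at -3.38. Cluster 5 held 1883 of the 6755 Mll3/4SI cells (27.9%) and 2, 5 and 10 cells of control, Mll3SI and Mll4SI.

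Granulocyte-monocyte-like cells made up 72.8% of control cells [71.7 to 73.8], 76.5% in Mll3SI, 85.7% in Mll4SI and 60.8% in Mll3/4SI, with ratios of 1.05 [1.03 to 1.07], 1.18 [1.16 to 1.198] and 0.835 [0.815 to 0.856]. At Leiden resolution 2 the Mll3/4SI ratio changed direction to 1.06. Cluster 5, with 27.9% of the Mll3/4SI cells, lowers the shares of all other classes there by construction. The Mll3/4SI ratios in this paragraph therefore depend on it too. Without its 1883 cells in the denominator, the 4106 granulocyte-monocyte-like cells would be a larger share than in control. The direction of that ratio is thus not settled. The 38 B-lymphoid-like cells of Mll3/4SI would still be a smaller share than in control, but by less. No interval was computed for either case. B-lymphoid-like cells made up 0.949% of control cells [0.732 to 1.21], 2.28% in Mll3SI [1.97 to 2.63], 0.393% in Mll4SI [0.281 to 0.534] and 0.563% in Mll3/4SI [0.398 to 0.771]. The ratios were 2.40 [1.81 to 3.23], 0.414 [0.274 to 0.620] and 0.593 [0.389 to 0.893]. Of the cells carrying Hashtag1 and of those carrying Hashtag2, B-lymphoid-like cells made up 1.25% and 0.687% in control, 3.74% and 1.198% in Mll3SI, 0.432% and 0.380% in Mll4SI, and 1.06% and 0.165% in Mll3/4SI. For HSC/MPP-like cells these shares were 14.9% and 15.7% in control and 8.53% and 3.30% in Mll3/4SI. Erythroid-like cells fell from 6.26% in control to 5.21%, 2.21% and 2.03%, and basophil/mast-like cells from 2.40% to 1.61%, 1.09% and 0.992%. Dendritic-like cells made up 0.564%, 0.337%, 0.177% and 0.266%, and T/NK-like cells 0.371%, 0.137%, 0.216% and 0.696%, of the control, Mll3SI, Mll4SI and Mll3/4SI cells.

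**Figure D1:**
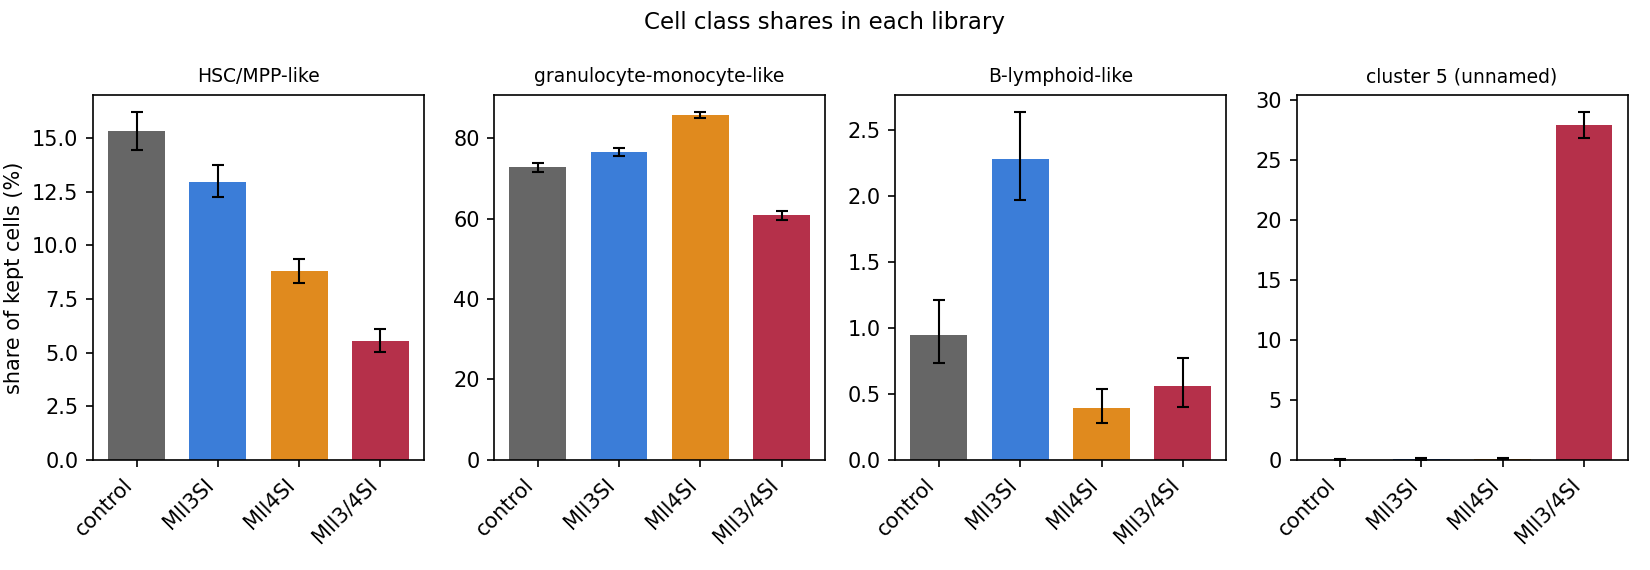
Share of kept cells (%, vertical axis) in 3 classes and in unnamed cluster 5 for each of the 4 libraries; bars are shares and error bars 95% Clopper-Pearson intervals, which cover counting error only. The HSC/MPP-like share goes from 15.3% in control to 5.54% in Mll3/4SI, where cluster 5 takes 27.9% of the cells. Counted in, cluster 5 turns the Mll3/4SI ratio to 2.18, though the class markers Mecom and Hoxa9 were lower in its cells.

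Some granulocyte-like cells also separated by library. In Mll4SI, 65.7% of the cells lay in 4 granulocyte-like clusters that drew over 80% of their cells from that library. In Mll3/4SI, 3 such granulocyte-like clusters held 31.8% of the cells, and no cluster drew over 80% of its cells from control or Mll3SI. The granulocyte-monocyte-like comparisons below therefore set partly separate cells against each other.

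The next comparison asked how the gene programmes differed within HSC/MPP-like cells. The Stem list (19 genes used) had a median log2 ratio of 0.15 [0.08 to 0.19] in Mll3SI, at the 99.9th percentile of matched random lists. In Mll4SI and Mll3/4SI it was -0.03 [-0.13 to 0.09] and -0.04 [-0.12 to 0.05], at the 46.7th and 53.7th percentile, and no shift was detectable at this depth. Of the alternatives, taking cells high for the Sca-1 antibody in place of the class moved it most, to -0.69 in Mll3/4SI. These cells were not the same mix in each library: 69.6% of them were HSC/MPP-like in control and 29.9% in Mll3/4SI, and 7.96% and 30.5% were granulocyte-monocyte-like. Single members went both ways: Mecom (ENSMUSG00000027684) had log2 ratios of 0.33, -0.53 and -0.47 in Mll3SI, Mll4SI and Mll3/4SI, and Ly6a (ENSMUSG00000075602) 0.14, -1.06 and 0.48.

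The Myeloid list (20 genes used) had a median log2 ratio of -0.00 [-0.05 to 0.05] in Mll3SI, 0.23 [0.20 to 0.25] in Mll4SI and -0.06 [-0.11 to -0.03] in Mll3/4SI, at the 46.4th, 100th and 24.5th percentile. In Mll4SI 16 of the 20 genes were higher, with Lyz2 at 1.04 and Fcgr3 at 0.69. Free RNA from granulocyte-monocyte-like cells was not tested as a cause of this rise and stays open. In erythroid-like cells of Mll4SI, Cd33 was at 2.13 and Siglece at 1.85, but Nkg7 at -0.33. The Myeloid median of Mll3/4SI became positive under 5 alternatives, the largest being 1.06 in cells high for the Sca-1 antibody, and its direction is not settled here.

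The B-lymphoid list (14 genes used) had a median log2 ratio of 0.37 [0.27 to 0.53] in Mll3SI, -0.44 [-0.65 to -0.34] in Mll4SI and 0.05 [-0.07 to 0.14] in Mll3/4SI, at the 100th, 0th and 87.5th percentile. In Mll3SI 10 of 14 genes were higher. Ebf1 (ENSMUSG00000057098) rose from 5.79 to 21.2 CPM, a log2 ratio of 1.71 [1.60 to 2.16], and Blnk had 1.49. As a mean over cells of scaled UMIs, the Mll3SI median was 0.04. In Mll4SI 11 of 14 genes were lower, with Lax1 at -1.65, Il7r at -1.33, Dntt at -1.27 and Flt3 at -0.88. In Mll3/4SI the median, whose interval includes 0, was -0.46 as a mean over cells, -1.02 in cells assigned by their nearest control cells and -1.25 with cluster 5 counted in. Dntt (0.59) and Blnk (1.08) were higher there and Ebf1 (-0.66) lower.

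The Interferon list (14 genes used) had a median log2 ratio of 1.02 [0.83 to 1.15] in Mll3/4SI, at the 100th percentile, with 13 of 14 genes higher and 1 lower. Ifi27l2a reached 2.37, Isg15 1.94 and Irf7 1.72. In Mll3SI and Mll4SI the median was -0.11 [-0.18 to 0.05] and -0.28 [-0.34 to -0.18], at the 1.2nd and 0.010th percentile, with 8 and 13 of 14 genes lower. The Cell cycle list had medians of 0.02, -0.03 and -0.07 in Mll3SI, Mll4SI and Mll3/4SI, and the Megakaryocyte-erythroid list (11 genes used) 0.02, -0.07 and 0.06. These lay between the 22.6th and 90.2nd percentile.

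**Figure D2:**
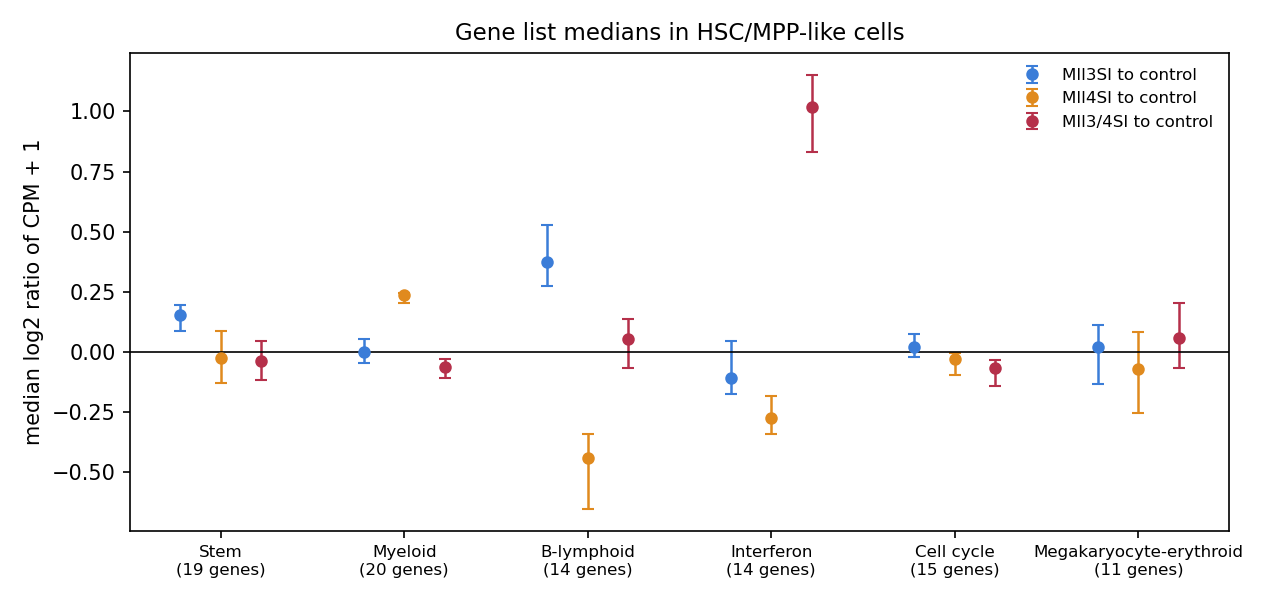
Median log2 ratio of CPM + 1 to control (vertical axis) of 6 gene lists in HSC/MPP-like cells; points are the 3 libraries compared with control and error bars 95% intervals from Poisson redraws, which cover counting error only. The Interferon list stands at 1.02 in Mll3/4SI, and the B-lymphoid list at 0.37 in Mll3SI and -0.44 in Mll4SI.

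In granulocyte-monocyte-like cells the median log2 ratio of all 11624 expressed genes was 0.02 in Mll3SI, -0.10 in Mll4SI and -0.13 in Mll3/4SI, and list medians are read against these values. The Interferon list again stood apart in Mll3/4SI, at 1.59 [1.50 to 1.72], against -0.12 in Mll3SI and -0.09 in Mll4SI, at the 100th, 0.850th and 61.1st percentile. The Myeloid list had medians of 0.09, -0.14 and -0.22 in Mll3SI, Mll4SI and Mll3/4SI, at the 79.4th, 42.9th and 9.15th percentile, and its Mll3/4SI value changed to 0.04 with classes of the nearest control cells. The Stem list (10 genes used) had 0.21, 0.01 and -0.17, at the 99.6th, 90.9th and 43.0th percentile. Its Mll3/4SI value changed to 0.25 under the same alternative. The Cell cycle list had 0.08, -0.28 and -0.07, at the 86.6th, 0.63rd and 53.7th percentile, and in Mll4SI 14 of its 15 genes were lower. Its Mll3/4SI value changed to 0.07 under median-of-ratios scaling, which moves all genes alike. The B-lymphoid list rested on 5 genes, with 0.09, -0.49 and -0.89, at the 78.5th, 0.97th and 0th percentile. With members of at least 10 CPM its Mll3SI value became -0.10 and its Mll4SI value 0.38. The Megakaryocyte-erythroid list rested on 4 genes, with -0.02, -0.42 and -0.61, at the 34.7th, 2.22nd and 0.59th percentile. With that minimum its Mll4SI and Mll3/4SI values became 0.18 and 0.20.

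A coarser reading of B-cell priming was the share of HSC/MPP-like cells holding a UMI of any B-lymphoid list gene. After thinning to 3000 UMIs per cell, this was 47.3% in control [44.2 to 50.4], 51.3% in Mll3SI [48.2 to 54.3], 41.8% in Mll4SI [38.6 to 45.2] and 50.4% in Mll3/4SI [45.2 to 55.6]. The ratios to control were 1.08 [0.991 to 1.18], 0.884 [0.798 to 0.979] and 1.07 [0.939 to 1.2003], and only the Mll4SI interval leaves out 1. Thinning left out 7, 4, 7 and 3 cells. Unthinned, the shares were 89.2%, 85.3%, 87.5% and 89.0%. In erythroid-like cells, used as a stand-in for the level that free RNA gives, the thinned shares were 8.44%, 11.1%, 8.37% and 5.83%. Erythroid-like cluster 10 also carried 11 HSC/MPP markers, so that level is uncertain. The median depth was 23008, 17838, 21902 and 25398 UMIs in HSC/MPP-like cells and 17667, 13084, 15924 and 20629 UMIs in erythroid-like cells. The alternative that moved a ratio to control most was the count of cluster 5 as HSC/MPP-like, which gave 0.403 in Mll3/4SI. Without Flt3, Dntt, Il7r, Satb1 and Ighm, the shares were 11.5%, 12.5%, 6.64% and 12.1%, and the Mll4SI ratio was 0.576 [0.421 to 0.782]. In erythroid-like cells that narrower list gave 7.20%, 7.43% and 5.12%, and 6 of 120 cells in Mll3/4SI. In granulocyte-monocyte-like cells, with a median depth of 16436, 13316, 12287 and 18246 UMIs, it gave 3.58%, 5.61%, 2.22% and 2.53%. The full list gave 30.6%, 30.4%, 38.5% and 16.7% in those cells, where the Mll4SI ratio was 1.26, above 1 and not below it as in HSC/MPP-like cells. A UMI of the full list is therefore not specific to B-cell priming.

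Surface antibodies were then compared within HSC/MPP-like cells, a class that was itself defined by RNA. The share of these cells above the Sca-1 gate was 22.9% in control [20.3 to 25.6], 24.4% in Mll3SI, 6.25% in Mll4SI [4.76 to 8.04] and 25.7% in Mll3/4SI. The Mll4SI ratio was 0.273 [0.204 to 0.361]. The Sca-1 mixture was poorly separated, and with a threshold fitted in each library the Mll4SI ratio changed direction to 2.36. In that fit the components of Mll4SI lay 0.0122 SD apart. CD150-high cells made up 6.69%, 10.4%, 9.26% and 10.7%, with ratios of 1.55 [1.16 to 2.10], 1.39 [1.01 to 1.90] and 1.60 [1.08 to 2.34]. With a threshold per library the Mll4SI ratio was 1.37 [0.998 to 1.88], which includes 1. As a share of antibody UMIs, CD150 had log2 ratios of 1.14, -0.07 and 0.67 in Mll3SI, Mll4SI and Mll3/4SI. Its median per-cell centred log2 ratio differed from control by 0.12, -0.21 and -0.11. CD48-high cells made up 91.4%, 82.5%, 96.2% and 89.0% of control, Mll3SI, Mll4SI and Mll3/4SI cells.

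As shares of all antibody UMIs in HSC/MPP-like cells, the Sca-1 antibody had log2 ratios of 0.60, -1.13 and 0.63 in Mll3SI, Mll4SI and Mll3/4SI. The CD41 antibody had -0.23, 1.01 and 0.80, and CD127 in Mll3SI had 1.65. The B220 antibody was higher in all 3 libraries, at 0.59, 0.32 and 0.60, and by less without hashtags in the total, at 0.53, 0.09 and 0.40. For Gr1 the ratios were 0.98 in Mll4SI and -0.86 in Mll3/4SI. These directions also held for the median per-cell centred log2 ratio. CD135 was at 1.04, -0.78 and 0.56, but its per-cell difference was -0.13 in both Mll3SI and Mll3/4SI. The rise of B220 was not particular to HSC/MPP-like cells. As shares, its log2 ratios were 0.62, 0.56 and 0.35 in granulocyte-monocyte-like cells and 0.05, -0.19 and 0.23 in B-lymphoid-like cells.

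Genes were then named by the size of the Mll3/4SI to control ratio. In HSC/MPP-like cells the highest were Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680) at 2.37 [2.26 to 2.71], Fam102b (chromosome 3, 108970997 to 109027607) at 1.37 [1.24 to 1.59], Klk8 (chromosome 7, 43797577 to 43803826) at 1.29, Itpk1 at 0.996 and Smad7 at 0.98. Fam102b was also higher in Mll3SI (1.21). The lowest were Tpm3-rs7 (ENSMUSG00000058126, chromosome 14, 113314608 to 113316754) at -4.78 [-5.48 to -4.63], Rgcc (ENSMUSG00000022018, chromosome 14, 79288756 to 79301645) at -4.20 [-4.73 to -4.04], 1700016D06Rik (chromosome 8, 11654924 to 11701063) at -4.00, Hmga2 (chromosome 10, 120361275 to 120476469) at -1.99 and Nkg7 (chromosome 7, 43437073 to 43438249) at -1.80. Tpm3-rs7 and 1700016D06Rik were also lower in Mll3SI, at -4.61 and -3.43. Rgcc fell from 152.9 CPM in control to 7.36 CPM in Mll3/4SI and stood at 129.8 and 148 CPM in Mll3SI and Mll4SI. Rgcc and Nkg7 were also among the leading genes of granulocyte-like clusters 6 and 15, which drew cells from all 4 libraries. Tpm3-rs7 is uncertain, because it is named as a sequence related to Tpm3 and the counting could have split reads between such copies. The same 5 highest and 5 lowest genes were chosen with a pseudocount of 0.1 CPM and with median-of-ratios scaling.

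In granulocyte-monocyte-like cells the highest were Cstdc5 (ENSMUSG00000071561, chromosome 16, 36359382 to 36367748) at 6.84, Cstdc4 (chromosome 16, 36184212 to 36188111) at 6.78, Stfa2l1 (chromosome 16, 36156811 to 36161953) at 5.72, 1700006J14Rik (chromosome 10, 120364157 to 120384336) at 4.66 and Gm50022 (chromosome 17, 24779703 to 24781984) at 3.34. Cstdc5 stood at 2.47 CPM in control and 397 CPM in Mll3/4SI. The Cstdc and Stfa genes form a family of similar copies, and 1700006J14Rik is antisense to Hmga2 and overlaps it, so these 4 values are uncertain. 1700006J14Rik was also higher in Mll4SI (3.99). All of these highest genes were among the leading genes of granulocyte-like clusters that came almost only from Mll3/4SI. The lowest were Tpm3-rs7 at -4.90, Siglece (chromosome 7, 43651070 to 43660161) at -4.57, Rgcc at -3.27, Cd33 (chromosome 7, 43524216 to 43544428) at -2.38 and A630089N07Rik (chromosome 16, 98001310 to 98082450) at -1.86. Siglece was counted at 79.1 CPM in control, 77.4 CPM in Mll3SI, 95.9 CPM in Mll4SI and 2.37 CPM in Mll3/4SI. Tpm3-rs7 and A630089N07Rik were also lower in Mll3SI, at -4.84 and -1.39. With median-of-ratios scaling 4 of the 5 lowest were shared, and the 5 highest were the same. Siglece, Cd33, Nkg7 and Klk8 lie within 400 kb of each other on chromosome 7. A window reaching 500 kb to each side of them held 10 other expressed genes. Their median absolute log2 ratio in these cells exceeded that of 99.96% of matched random lists.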

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

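Of the tests in this part, the doublet, single-hashtag and cell-quality tests of cluster 5 and its comparison with Mll4SI were chosen after the result was seen.

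Xist, which no comparison of the groups uses, was counted at 1148.5 CPM in Mll4SI and 1358.2 CPM in Mll3/4SI, against 0.0315 CPM in control. A minority of cells from another animal is argued against: 89.5% of Mll4SI cells and 97.9% of Mll3/4SI cells held an Xist UMI. A UMI of Eif2s3y, Kdm5d or Uty was found in 6 and 4 cells of these libraries, against 5298 cells of control and 5868 of Mll3SI. The Y-linked gene Ddx3y was left out of that count: it kept 141 and 127 UMIs in Mll4SI and Mll3/4SI, with log2 ratios to control of -5.42 and -5.53, and the origin of these UMIs was not tested. A candidate explanation is that these libraries came from female animals and the others from male ones. The labels give no sex, and exchanged samples were not tested. With 1 library per group, sex and group label are confounded for Mll4SI and Mll3/4SI, and the control to Mll3SI comparison is free of this difference.

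Cluster 5 took 38.8% of the Mll3/4SI cells carrying Hashtag2 and 15.2% of those carrying Hashtag1, a difference of 23.6 percentage points. A difference in depth between the parts is argued against: among cells of 10000 to 30000 UMIs the shares were 36.1% and 13.6%, which differ by 22.5 points. The labels do not say what the hashtags marked, so the parts may be animals, sorted fractions or stainings, and none of these was tested. Cluster 5 as the product of a single hashtag part is argued against by the 15.2% in Hashtag1, far above the 0.0982% of Mll4SI cells in cluster 5.

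Several technical sources of cluster 5 itself were tested. Doublets are argued against: 1.33% of its Mll3/4SI cells carried both hashtags [0.861 to 1.95], against 2.91% of the other cells of that library. Shallow or poor cells are argued against by its median of 22324 UMIs, against 18346 in the other cells, and by its share of 28.0% under the stricter cell filter. Free RNA from basophil/mast-like cells is argued against: Fcer1a stood at 235 CPM in cluster 5 and 0.849 CPM in granulocyte-like cells of the same library, and Cpa3 at 789 and 4.97 CPM. Sex as the whole cause is argued against, since Mll4SI, also with Xist, had 0.0982% of its cells there. The Mll3/4SI genotype stays open as an untested explanation, as does a condition of this 1 library or of its animals.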

How the results depend on the processing

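The alternatives that also removed cells with both hashtags, counted cluster 5 as HSC/MPP-like, left hashtags out of antibody shares or left out CD201-dominated cells were chosen after seeing the data; the others were planned. Values are given in the order of the named libraries, as log2 ratios to control for genes, lists and antibodies and as plain ratios for shares. Reversed is said only of a value whose counting interval left out no change and whose direction changed; other changes of direction are counted as moved, or as stayed within the interval. Where no cause is named, the cause was not tested. No paired analysis was possible because each group has 1 library and the results come from no test.

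Of 72 class share ratios under alternatives, 60 stayed within their counting interval, 9 moved and 3 reversed. The HSC/MPP-like ratio of Mll3/4SI reversed to 1.24 with classes of the nearest control cells and to 2.18 with cluster 5 counted in, which by construction adds cells. The granulocyte-monocyte-like ratio of Mll3SI was 1.02 without doublet removal. That of Mll4SI was 1.12 without doublet removal, 1.12 with the stricter filter, 1.13 with the nearest control cells and 1.13 without erythroid-like cells in the denominator. That of Mll3/4SI was 0.750 with the stricter filter, 0.767 when clustering used the marker and programme genes, 0.983 with the nearest control cells and 0.799 without erythroid-like cells, and reversed to 1.06 at Leiden resolution 2. B-lymphoid-like ratios kept their direction under the alternatives run.

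Of 21 values of targeted and related genes, taken in HSC/MPP-like cells only, 14 moved and 2 reversed. In Mll3SI, Mll4SI and Mll3/4SI, Kmt2c was -0.050, 0.095 and -0.21, Kmt2a -0.023, -0.099 and -0.19, Kdm6a 0.15 (reversed), 0.87 and 0.65, and Kit -0.054, 0.076 (reversed) and -0.12. Kmt2d was -0.0028 in Mll3SI and -0.37 in Mll3/4SI, and Ptprc -0.094 in Mll3SI and 0.085 in Mll4SI.

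Of 324 list medians, 228 stayed, 83 moved and 13 reversed; those for the Stem, Myeloid, B-lymphoid and Interferon lists in HSC/MPP-like cells follow, by setting. With classes of the nearest control cells, Stem was 0.13 in Mll4SI and 0.067 in Mll3/4SI, Myeloid 0.16 in Mll4SI and 0.14 (reversed) in Mll3/4SI, and B-lymphoid -1.02 and Interferon 1.52 in Mll3/4SI. With cells high for the Sca-1 antibody, of which 69.6% were HSC/MPP-like in control and 29.9% in Mll3/4SI, Stem was 0.031 in Mll3SI and -0.69 in Mll3/4SI, Myeloid 0.15, 0.85 and 1.06 (the last reversed), B-lymphoid 0.85, -3.53 and -0.97, and Interferon -0.11 in Mll4SI and 1.44 in Mll3/4SI. As a mean over cells, Stem was -0.19 in Mll4SI, Myeloid 0.25 in Mll4SI and -0.12 in Mll3/4SI, B-lymphoid 0.038 in Mll3SI and -0.46 in Mll3/4SI, and Interferon 1.29 in Mll3/4SI. With clustering on marker and programme genes, Stem was -0.16 in Mll3/4SI, Myeloid 0.27 in Mll4SI and 0.012 (reversed) in Mll3/4SI, B-lymphoid -0.77 in Mll4SI and 0.18 in Mll3/4SI, and Interferon 0.63 in Mll3/4SI. Without doublet removal, Myeloid was 0.086, 0.20 and 0.060 (the last reversed), and B-lymphoid 0.25 in Mll3SI and 0.18 in Mll3/4SI. With cluster 5 counted in, Mll3/4SI had Stem -0.31, Myeloid 0.56 (reversed), B-lymphoid -1.25 and Interferon 1.56. With members of at least 10 CPM, which uses fewer genes, B-lymphoid was 0.15 and Interferon 0.077 in Mll3SI, and Interferon 0.75 in Mll3/4SI. Myeloid was -0.024 in Mll3/4SI with median-of-ratios scaling and 0.29 in Mll4SI with both-hashtag cells removed, and B-lymphoid was -0.68 in Mll4SI with a pseudocount of 0.1 CPM. The Interferon median of Mll3/4SI stayed above 0 under the alternatives run.

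In granulocyte-monocyte-like cells, classes of the nearest control cells reversed Mll3/4SI to 0.25 for Stem, 0.037 for Myeloid and 0.043 for Megakaryocyte-erythroid. Median-of-ratios scaling, which moves all genes of a library alike, reversed its Cell cycle median to 0.072. In CPM that median was at the 53.7th percentile of matched lists, so this change of direction says nothing about the list itself. With members of at least 10 CPM, on fewer genes, B-lymphoid reversed to -0.10 in Mll3SI and 0.38 in Mll4SI, and Megakaryocyte-erythroid to 0.18 in Mll4SI and 0.20 in Mll3/4SI. Of 672 single-gene values, run only with median-of-ratios scaling and with a pseudocount of 0.1 CPM, 30 moved and none reversed. Single genes were not run under the alternatives that change the classes.

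Of 9 B-lymphoid detection ratios, 7 stayed. The narrower list gave 0.576 in Mll4SI, and cluster 5 counted in gave 0.403 in Mll3/4SI. Of 9 gate ratios, the Sca-1 ratio of Mll4SI reversed to 2.36 with a threshold per library, where the components lay 0.0122 SD apart and the threshold separates nothing.

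Of 117 antibody values, 66 moved and 10 reversed. As a difference of median per-cell centred log2 ratios, Mll3SI reversed to -0.081 for Gr1, -0.029 for CD11b, -0.073 for CD16_32 and -0.13 for CD135, Mll4SI to -0.095 for CD11b, and Mll3/4SI to -0.11 for CD150, -0.063 for CD48, -0.25 for CD34 and -0.13 for CD135. Leaving hashtags out of the total, of which they held 17.4% and 37.8% in control HSC/MPP-like cells and 22.8% and 25.5% in Mll3/4SI, moved 38 values and reversed 1, CD34 in Mll3/4SI, to -0.10.

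Depth limits the rarest results: the B-lymphoid-like class held 40 cells in Mll4SI and 38 in Mll3/4SI, and the HSC/MPP-like class 374 in Mll3/4SI.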

Other observations

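In this part, the use of the planned nearest-control-cell classes as a test of the HSC/MPP-like share and the tests of the interferon list against Mll4SI, of the CD201 antibody and of the chromosome 7 genes in HSC/MPP-like cells were chosen after the result was seen, and so was the use of a median for the X-linked genes; the chromosome 7 and 16 patterns were noticed in the named genes and then tested on other genes, and the reading of the chromosome 16 test was made more cautious after its value was seen.

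Cluster 5 could not be named, because its cells carried markers of several classes: 7 megakaryocyte and 6 basophil/mast markers. Against control HSC/MPP-like cells, the Mll3/4SI cells of cluster 5 had medians of 0.68 for the Myeloid, -2.47 for the B-lymphoid, 1.67 for the Interferon and -0.07 for the Stem list. By their nearest control cells, 40.6% were HSC/MPP-like, 21.3% monocyte-like, 18.2% granulocyte-like and 8.92% basophil/mast-like. Other markers went against the HSC/MPP-like class: in cluster 5 Mecom (-4.03), Hoxa9 (-3.44) and Ly6a (-2.74) were lower. Flt3, a lymphoid-primed marker, was lower too (-3.38). Of the Mll3/4SI cells in cluster 5, 2.97% passed the Sca-1 gate against 22.9% of control HSC/MPP-like cells. CD41 held 4.61% of the antibody UMIs of cluster 5 against 0.491%. A lower HSC/MPP-like share of Mll3/4SI cannot be told apart from cells that cluster 5 takes out of the class: with classes of the nearest control cells the ratio to control was 1.24 in place of 0.362, but the markers of cluster 5 go both ways. Counting all of cluster 5 in, which gave 2.18, adds cells by construction and decides nothing.

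Kdm6a was higher in Mll4SI (0.71) and Mll3/4SI (0.70). Its X linkage is a candidate explanation, since Kdm5c, Ddx3x and Eif2s3x, described as escaping X inactivation, had a median log2 ratio of 0.33 in these libraries. Of their 6 values 5 were higher, and Ddx3x was lower in Mll3/4SI (-0.10), so the prediction was met only in part. Kdm6a rose more than this median, and an effect of genotype stays open as untested.

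The interferon list was higher in HSC/MPP-like cells of Mll3/4SI (1.02). Sex as the whole cause is argued against, because the Mll4SI median was -0.28. A single hashtag part is argued against, because the medians of both parts against the same part of control were 0.97 and 1.37. The genotype, or an infection or inflammation of the animals behind this 1 library, stays open, and neither was tested.

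The B-lymphoid list was higher in HSC/MPP-like cells of Mll3SI. Free RNA from B-lymphoid-like cells as the whole cause is argued against: the summed CPM of the list rose by 93.9 in HSC/MPP-like cells, by 2.43 in granulocyte-monocyte-like cells and by 9.10 in erythroid-like cells. For the list without Flt3, Dntt, Il7r, Satb1 and Ighm the gains were 26.5 and 8.999 in HSC/MPP-like and granulocyte-monocyte-like cells, so a part of the gain could be free RNA. The list was lower in HSC/MPP-like cells of Mll4SI, and another mix of clusters as the whole cause is argued against: the median stayed below 0 in both HSC/MPP-like clusters, at -0.23 [-0.46 to -0.10] in cluster 8 and -0.41 in cluster 4. That test says little, because the mix hardly differed: clusters 4 and 8 held 617 and 415 cells of control and 503 and 393 of Mll4SI. Cluster 4 also carried 4 lymphoid-primed markers. Another mix of cells within a cluster was not tested and stays open. Genotype stays open for the Mll3SI and the Mll4SI result, as does sex for Mll4SI.

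Fewer HSC/MPP-like cells of Mll4SI passed the Sca-1 gate. Staining or capture alone is argued against, because Ly6a RNA, which encodes Sca-1, was also lower there, at -1.06. A comparison made after the result was seen does not decide whether sex is the cause. Mll3/4SI, also with Xist, had a Sca-1 gate ratio of 1.12 [0.904 to 1.38] and a Sca-1 antibody log2 ratio of 0.63. That library differed in other ways too, with the Interferon list at 1.02 in these cells. Another change that raised Sca-1 there could hide a fall. Genotype, animal and sex stay open.

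The CD201 antibody had a log2 ratio of 2.60 in all kept Mll3/4SI cells. Antibody aggregates are a candidate explanation: 2 cells held 113790 of the 147742 CD201 UMIs, and without them the ratio was 0.48.

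Nkg7, Cd33, Siglece and Klk8, named by size in Mll3/4SI, lie within 400 kb on chromosome 7. A linked variant or haplotype is a candidate explanation: in granulocyte-monocyte-like cells the 10 other expressed genes from 42937073 to 44303826 had a median absolute log2 ratio of 0.65, at the 99.96th percentile of matched lists, against the 87.6th in Mll3SI and the 60.2nd in Mll4SI. A change of granulocyte-monocyte-like cells alone stays open, because their free RNA was not tested and could carry their change into other classes. In HSC/MPP-like cells the 10 other genes were at the 98.5th percentile. In that class they were at the 79th percentile in Mll3SI and the 85th in Mll4SI. Of these genes 9 were expressed in erythroid-like and 7 in B-lymphoid-like cells, at Mll3/4SI percentiles of 87.7 and 14.3, which leaves open how far the change reaches. The 4 named genes themselves, chosen for the pattern, kept 1 direction in HSC/MPP-like, erythroid-like and B-lymphoid-like cells: Nkg7 -1.80, -1.75 and -4.06, Cd33 -0.50, -1.26 and -0.54, Siglece -0.29, -0.95 and -1.46, and Klk8 1.29, 1.51 and 0.33. In HSC/MPP-like cells Klk8 was also higher in Mll3SI (0.49) and Mll4SI (0.46), so its direction there was not particular to Mll3/4SI. No sequence variants were analysed here, and genotype stays open. Related genes were kept on chromosome 7: Siglecf (-1.42) and Siglecg (0.59) counted among the 10 in granulocyte-monocyte-like cells. For Cstdc4, Cstdc5 and Stfa2l1 on chromosome 16, other Cstdc and Stfa genes were left out. The 13 remaining genes nearby were at the 18.5th percentile, which is therefore not directly comparable with that of chromosome 7. A linked variant acting on the Cstdc and Stfa copies cannot be told apart from a change of the family. It need not touch the neighbours, and reads may be shared between the copies.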
